A study of Homo sapiens with 3 samples. Its data were reported in "Induction of SOX17 with stimulation of WNT, TGF‐beta, and FGF signaling drives embryonal carcinomas into the yolk‐sac tumor lineage resulting in increased cisplatin resistance" (2025).

How the data were processed

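Droplet-based libraries of NCCIT, GCT27 and 2102EP cells were measured on day 8 of differentiation, 1 library per line, with the medium renewed every 48 h. Per the submitters' processing notes, reads were aligned to GRCh38 and UMIs counted with Cell Ranger 7.0 and analysed with Seurat 4.1.1. The study's methods state that libraries were aggregated and normalized for depth, that cells with few genes or a high mitochondrial share and doublets were removed, that expression was normalized with SCTransform and that cells were clustered by a graph-based method. The annotation release is not given in the sources used here. Such filtering and clustering fix which cells are compared, and the aggregation to equal depth discards reads of deeper libraries.

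The deposited tables held a count of cells per cluster and library code, average expression per cluster and a list of cluster markers. The averages were deposited by the authors as mean UMIs per 10000 of each cluster's pooled cells, for 32727 genes, and every column summed to 10000. The authors' log2 fold changes compared a cluster with all other cells, and only genes higher by at least 0.25 were listed. They were recovered from the averages and cell numbers with 1 added to each mean, so that cluster numbers match between the tables. The deposited p-value of each gene came from a rank sum test over cells, and the adjusted value was the p multiplied by 32727. The counts of cells carried 3 library codes that matched no sample label, and the codes were not used beyond the largest code's share in each cluster. The planned shares per cell line, comparisons between cell lines and values without each line could therefore not be made. UMI totals per library were not analysed here, and the depth behind an average is known only as a number of cells.

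Samples were grouped by cell line from their titles. For 1 of the 3 samples the title and another label named the line differently, and the title was used. For each gene the log2 of its average plus 0.1 over the unweighted mean of the other clusters plus 0.1 was computed. All clusters had at least 20 cells. For 25 gene lists, fixed before the data were examined, the median over measured members was set against 10000 random lists of the same size, each member being drawn from the 100 genes on either side in the ranking by mean expression. A median outside the central 95% was called outside the range. This describes the pooled cells and is no test of a condition. The lists covered EC and pluripotency, YST, secreted YST factors, study-named and other resistance factors, definitive endoderm, visceral endoderm, parietal endoderm matrix, seminoma, trophoblast, neural, mesoderm, mesenchyme, endothelial and blood, WNT, NODAL and Activin, FGF and MAPK and YAP targets, S phase, G2/M, housekeeping, nuclear retained, stress and p53, mitochondrial genome and ribosomal protein genes. The width of this window was chosen with the data in hand, unlike the lists. The method was tested on simulated averages of 32727 genes in cluster 0. There 6.00% of 100 lists of 24 unchanged genes fell outside the range. Of lists drawn from 200 genes raised 2-fold, 100% fell above it. Only lists of 24 genes, with none or all of their members changed, were simulated. How far these rates hold for shorter lists is not known.

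Named genes followed a rule fixed with the lists, namely SOX17 in every cluster, the 4 members of a list with the largest difference in the cluster described, all EC and YST genes, and the 5 genes leading a cluster in the authors' table. Clone-based identifiers and sex-linked genes were left out, and 1 leading gene is not reported here. PRAME, CDH5 and KDR, and MT2A and MT1X in cluster 11, fell outside this rule and were chosen after their values were seen. Shares carry exact Clopper-Pearson 95% intervals. Alternatives were other pseudocounts, filters on low values, column rescaling, weighting of the other clusters by cells and cell minimums. Gene positions came from GENCODE 44. Calculations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots matplotlib 3.10.9.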

Results

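Single cell RNA sequencing was carried out on 3 embryonal carcinoma (EC) cell lines, NCCIT, GCT27 and 2102EP, with 1 library per cell line. The study regards EC as the stem cell-like cells of the non-seminomas, a group of germ cell tumors. In each line, the endogenous SOX17 gene was induced by CRISPR activation, and the cells were cultured with Activin A (100 ng/mL), the WNT pathway agonist CHIRON (3 μM), FGF2 (25 ng/mL) and heparin (1 μg/mL) until day 8 to push them toward a yolk-sac tumor (YST) like fate. The deposited tables held 20844 cells in 14 clusters, numbered 0 to 13. These numbers are those of the deposited tables and were not matched to cluster numbers in the text of the study. An equal number in the study need not mean the same cluster. Cluster 0 was the largest with 2808 cells (13.5% of all cells, exact 95% interval 13.01 to 13.94), and cluster 13 the smallest with 42 cells (0.201%, 0.145 to 0.272). The intervals cover counting error only. The deposited averages pooled the libraries, and the 3 library codes in the cell table matched none of the sample labels, so no value could be assigned to a cell line and no error between cultures could be given. The clusters had been formed from the same expression values, and genes that mark a cluster are therefore described as its definition. All 3 libraries were of treated cells, and none was of untreated parental cells. A difference between clusters is therefore not a change from the untreated state. The study compared treated with parental cells by qRT-PCR and by apoptosis measurements, which are not part of these data.

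**Figure D1:**
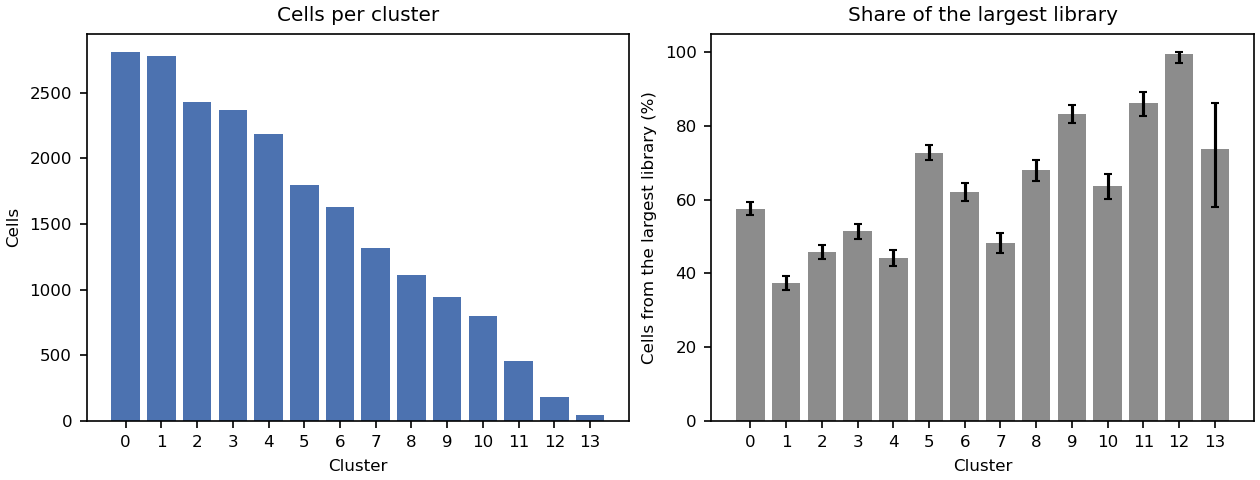
Cells per cluster (left, number of cells) and share of each cluster's cells that came from its largest library (right, %, bars with exact 95% intervals that cover counting error only). Clusters 9, 11 and 12 drew 83.2%, 86.3% and 99.4% of their cells from a single library, while in cluster 1 the largest library held 37.3%.

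Several clusters were dominated by 1 library. The largest library held 99.4% of the 180 cells in cluster 12, 86.3% of cluster 11, 83.2% of cluster 9, 73.8% of cluster 13 and 72.7% of cluster 5, so that these clusters may stand for a library as much as for a cell state. A cluster's largest library also held 68.0% of cluster 8, 63.7% of cluster 10, 62.1% of cluster 6 and 57.6% of cluster 0. In the remaining clusters it held 37.3% (cluster 1) to 51.5% (cluster 3). The share of each library in all cells is not given here, so these shares have no baseline. Differences between clusters may therefore be partly differences between libraries. Signs of RNA quality also differed. Ribosomal protein genes took 28.7% of the UMIs in cluster 13, 22.5% in cluster 11 and 22.3% in cluster 5, against 15.5% in cluster 4, the lowest. Mitochondrial transcripts took 6.10% in cluster 13 and 2.47% in cluster 12. The median log2 difference of all expressed genes from the other clusters was -0.51 in cluster 13, -0.29 in cluster 11 and -0.24 in cluster 5, and lists in these clusters are therefore read against random lists matched on expression.

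SOX17, the induced endoderm transcription factor, lies on chromosome 8 (54457935 to 54460892, plus strand, GRCh38). Its average was highest in cluster 0 with 21.0 UMIs per 10000, followed by cluster 7 with 12.4 and cluster 13 with 8.52. Intermediate levels were found in cluster 6 (4.54) and cluster 3 (2.52). In the remaining clusters SOX17 ranged from 0.0772 in cluster 10 to 0.821 in cluster 11. In the authors' deposited table, SOX17 was detected in 95.2% of the cells of cluster 0 and in 18.6% of all other cells, and in 61.4% of the cells of cluster 7 against 26.7% elsewhere. SOX17 was also listed there for cluster 13, detected in 97.6% of the cells against 28.8% elsewhere. An average does not separate many cells at a low level from a few at a high level, and RNA released into the medium can add to it.

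The first comparison asked in which clusters the EC genes were highest. The 10 EC and pluripotency genes were highest in cluster 6, with a median log2 difference of 1.55 from the other clusters, above every one of the 10000 matched random lists. In this cluster 8 of the 10 genes were at least 2-fold higher, and 9 had their highest average there. POU5F1, a core pluripotency factor, reached 3.96 UMIs per 10000, SOX2 1.60, NANOG 1.06, L1TD1 3.46, DPPA4 1.30, LIN28A 1.62, DNMT3B 1.02, GDF3 0.572 and PRDM14 0.339. TDGF1, a NODAL co-receptor, was highest in cluster 8 with 1.18 and stood at 0.787 in cluster 6. Cluster 6 also held SOX17 at 4.54, and S phase genes had their highest median there (0.80), so the cell cycle differed along with the EC genes. The list was also above the range in clusters 3 (0.42), 10 (0.41), 5 (0.25) and 11 (0.05). It was lowest in cluster 12 (-1.34), cluster 13 (-1.29), cluster 4 (-1.12) and cluster 9 (-1.04). In the clusters highest in SOX17 its median was -0.33 (cluster 0) and -0.42 (cluster 7), below the random range in both. With the list restricted to its 4 genes with a mean of at least 0.5 these medians became 0.32 and 0.28, within the range, and the medians in clusters 2, 5 (0.14), 8, 11 and 13 were no longer outside it. The median of cluster 11 changed sign under 3 alternatives (-0.14, -0.0256 and -0.000473) and was within the range under 2 more.

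**Figure D2:**
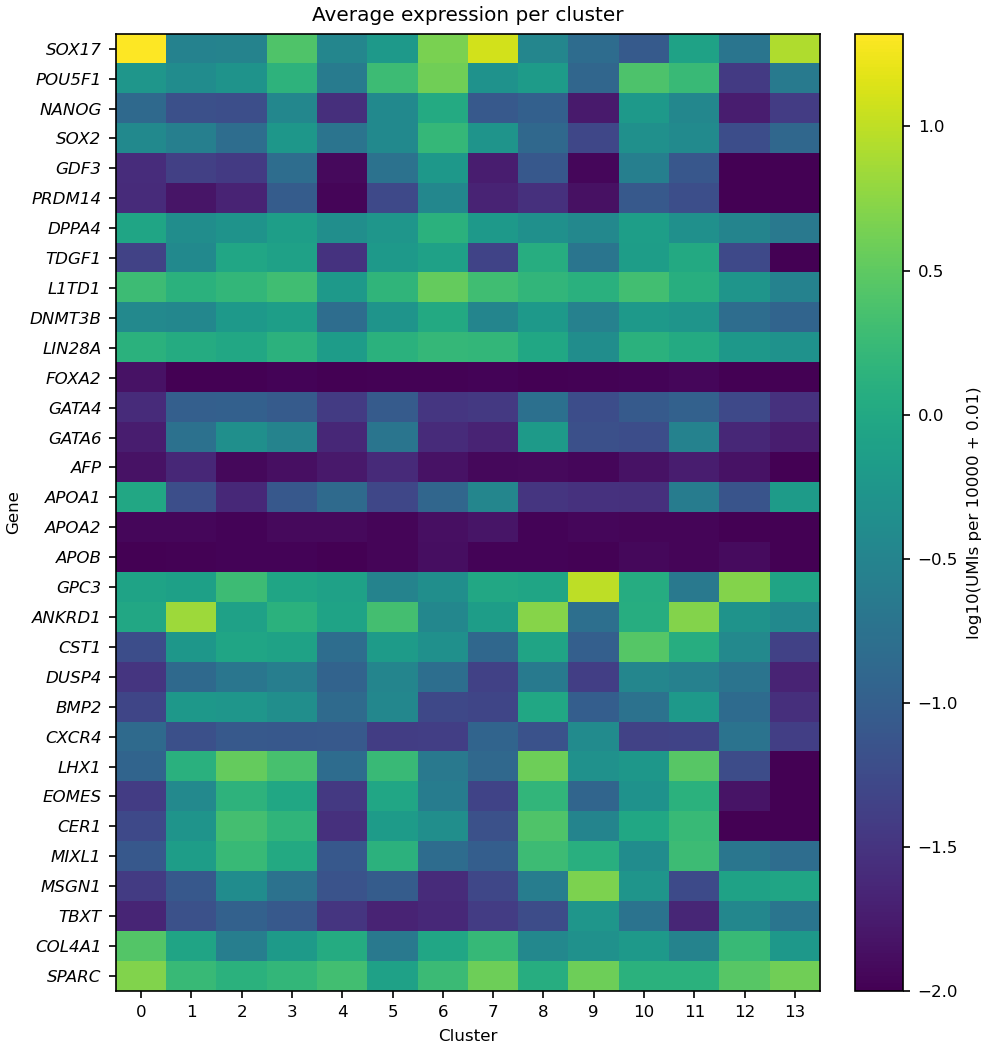
Average expression of SOX17, EC, YST, mesendoderm, mesoderm and matrix genes (rows) in the 14 clusters (columns); the colour gives the log10 of the average in UMIs per 10000, with 0.01 added. SOX17 is brightest in clusters 0, 7 and 13, POU5F1 in cluster 6 (3.96), GPC3 in cluster 9 (9.78), and FOXA2, AFP, APOA2 and APOB are dark in every cluster.

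The second comparison asked in which clusters the YST genes were found. The 14 YST genes did not move together. Their median was above the random range in cluster 11 (0.13), below it in 7 clusters and within it in 6. It was -0.27 in cluster 0 and -0.23 in cluster 7. With a mean of at least 0.05 required, these medians became -1.01 and -0.94, both below the range. At a mean of at least 0.5 they were -1.01 and -1.12, also below it. With this minimum of 0.5 the list was above the range in no cluster, below it in 12 and within it in 2. Its median was then negative in all 14 clusters, from -0.27 in cluster 8 to -2.55 in cluster 9. A gene that is high in few clusters lies below the mean of the others in most clusters. At this minimum, a place below the range therefore does not set clusters 0 and 7 apart. SOX17 is itself a member of the list. In cluster 11, where ribosomal genes took 22.5% of the UMIs, the 10 members with a mean of at least 0.05 gave 0.44, above the range, and the 4 with a mean of at least 0.5 gave -0.64, within it. The same 10 members were above the range in cluster 8 as well (0.37). In cluster 11 the EC, definitive endoderm, FGF and MAPK, and G2/M lists were also above the range, so that result was not specific to YST genes. In the authors' deposited table the EC gene POU5F1 was detected in 95.2% of its cells (42.1% elsewhere). For ANKRD1 the shares were 93.9% and 35%, and for CST1 90.8% and 26.3%. The genes listed for cluster 11 were detected in a median of 99.6% of its cells, against 85.5% elsewhere. The cause was not tested. The YST median in cluster 12 was no longer below the range under 3 alternatives, and that in cluster 5 (percentile 97.48) was above it under 3. FOXA2, the pioneer factor partner of SOX17, did not exceed 0.00457 UMIs per 10000 in any cluster, AFP 0.0148, APOA2 0.00558 and APOB 0.00310. These maxima, all near 0, fell in cluster 0 for FOXA2, 5 for AFP, 7 for APOA2 and 6 for APOB. APOA1, an apolipoprotein, was highest in cluster 0 with 0.961, as was SOX17. It was 0.650 in cluster 13 and 0.329 in cluster 7, whereas SOX17 was higher in cluster 7 than in cluster 13. The remaining members of the list, given next, peaked outside the SOX17-high clusters. GATA6, an endoderm factor, was highest in cluster 8 (0.633) and was 0.00858 in cluster 13, and GATA4 reached 0.157 and BMP2 0.929 in cluster 8 as well. ANKRD1 was highest in cluster 1 (6.84), followed by cluster 8 (5.28). CST1 (2.81) and DUSP4 (0.326) were highest in cluster 10. GPC3, a glypican, and the chemokine receptor CXCR4 were highest in cluster 9 with 9.78 and 0.387. GATA3, which the study also names as a YST gene, was not on this list and was highest in cluster 0 (0.245).

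The 39 factors expressed in and secreted by YST had been chosen from tissue and secretome data independent of these libraries. Their median was above the random range in none of the 14 clusters and below it in clusters 0, 4, 6 and 10. With the other clusters weighted by their cells it was within the range in clusters 4 and 10, and after rescaling by median of ratios in cluster 4. In cluster 0, 3 members were at least 2-fold higher and 9 at least 2-fold lower. APOA1 was higher in cluster 0 (log2 2.17), while the retinoic acid degrading enzyme CYP26A1 (-3.33), the NODAL and BMP antagonist CER1 (-2.70) and CST1 (-2.39) were lower. In cluster 8, 6 members were at least 2-fold higher, among them CER1 (1.84), CYP26A1 (1.67) and BMP2 (1.59). With a mean of at least 0.05 required, the median in cluster 2 was 0.29, above the range, and with a mean of at least 0.5 that in cluster 10 changed sign to 0.15.

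Genes of other lineages set several clusters apart. The 10 definitive endoderm genes had their highest median in cluster 8 (0.47), and were also above the random range in clusters 2 and 11. They were below it in 7 clusters, among them the SOX17-high clusters 0 (-0.23) and 7 (-0.22). The lowest medians were those of clusters 4 (-0.85) and 12 (-0.83), where SOX17 was low. In cluster 8 the mesendoderm genes LHX1 (log2 1.84), CER1 (1.84) and GATA6 (1.74) were higher while SOX17 was lower (-3.26). In cluster 2 LHX1 (1.60), CER1 (1.52) and EOMES (1.40) were higher and SOX17 was lower (-3.38). The 8 mesoderm genes were above the range only in cluster 9 (0.71), led by the presomitic mesoderm factors MSGN1 (3.71) and TBX6 (1.96) and by TBXT (1.81). The 10 genes of the parietal endoderm matrix were highest in cluster 0 (0.85), where COL4A1 (1.71), COL4A2 (1.47), LAMC1 (1.17) and SPARC (1.15) were higher, and were also above the range in clusters 4, 7 and 12. Mesenchyme genes were above it in clusters 4 and 12, with VIM at 40.9 UMIs per 10000 in cluster 4. Of the lipoprotein and visceral endoderm list 14 of 15 genes were measured, and its median was below the range in clusters 6 and 9 and above it in none. None of the seminoma, trophoblast, neural, and endothelial and blood lists was above the range in any cluster. The seminoma list was below it in clusters 2, 8 and 10, the trophoblast list in cluster 2 and the neural list in clusters 0 and 9. Many members of these lists were near 0, where a median can hardly move. In cluster 0 the trophoblast list held the regulators TFAP2A (0.294 UMIs per 10000), GATA3 (0.245) and GATA2 (0.0710) at their highest averages. The study also counts GATA3 among YST-specific genes, and cites GATA2 as raised in seminoma cells that gained YST features. PRAME, a seminoma marker, did not exceed 0.0291 UMIs per 10000.

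**Figure D3:**
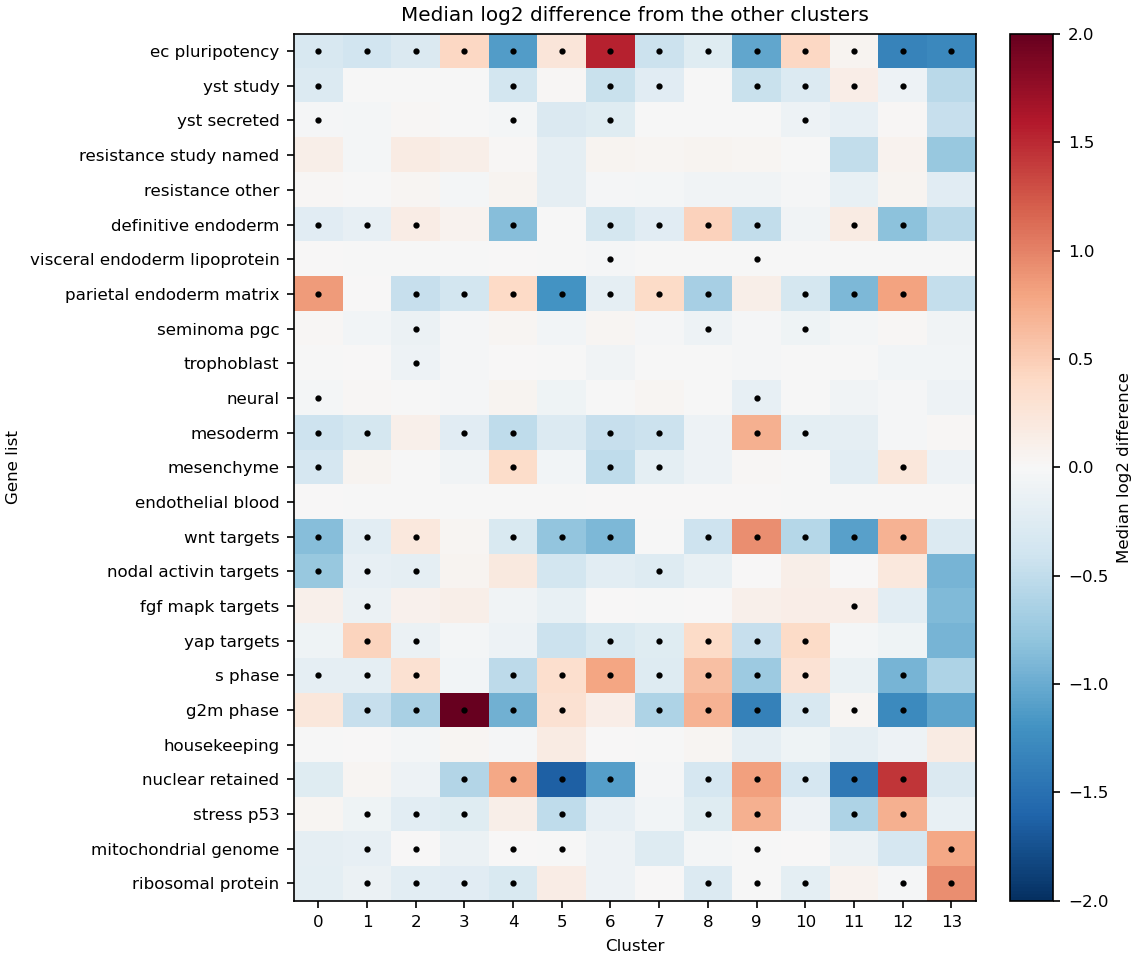
Median log2 difference from the other clusters (colour) of the 25 gene lists (rows) in the 14 clusters (columns); a dot marks a median outside the central 95% of 10000 matched random lists. The EC list peaks in cluster 6 (1.55) and the G2/M list in cluster 3 (2.0), and both resistance lists carry no dot.

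The medium held agonists of the WNT, Activin and FGF pathways, and targets of these pathways were compared next. All clusters had received the agonists, so a response to them was not tested. WNT targets were highest in cluster 9 (median 0.93) and cluster 12 (0.69), with NKD1 (log2 2.60), DKK1 (1.72) and NOTUM (1.63) higher and DKK4 lower (-3.29) in cluster 9, and were also above the range in cluster 2 (0.22). They were below it in 8 clusters, with the lowest medians in cluster 11 (-1.09), cluster 6 (-0.90) and cluster 0 (-0.85), and within it in the SOX17-high cluster 7. In cluster 0 DKK4 (-3.58) and DKK1 (-2.76) were lower. NODAL and Activin targets were below the random range in cluster 0 (-0.75), 1, 2 and 7 and above it in none. FGF and MAPK targets were above the range in cluster 11 only (0.14) and below it in cluster 1. YAP targets were above it in cluster 1 (0.45), 8 (0.39) and 10, led in cluster 1 by ANKRD1 (2.11). All 15 G2/M genes were at least 2-fold higher in cluster 3 (median 2.0), with CENPF (2.33) and TOP2A (2.28) at the top. After cluster 6, the highest S phase median was that of cluster 8 (0.60). Genes of the p53 and stress response were above the range in clusters 9 (0.72) and 12 (0.70), and nuclear retained transcripts were highest in cluster 12 (1.43) and lowest in cluster 5 (-1.64). The mitochondrial genome (0.77) and ribosomal protein genes (0.92) had their highest medians in cluster 13, and the housekeeping genes stayed within the range in all 14 clusters. Over the 25 lists and 14 clusters, 146 of 350 medians lay outside the range, where 17.5 would be given by chance if 5% fell outside. That share was simulated for lists of 24 genes only. Lists share members and clusters are compared with each other, so the medians are not independent.

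The last comparison asked whether cisplatin resistance factors were high in clusters with SOX17. The 24 factors named by the study had been chosen on these libraries and are not independent evidence of direction. Their median was within the range of matched random lists in all 14 clusters. It was 0.12 in cluster 0 (percentile 65.9), 0.04 in cluster 7 (42.3) and -0.76 in cluster 13 (53.6), and the highest was 0.17 in cluster 2 (97.0). After rescaling by median of ratios the medians in clusters 0 and 7 were both -0.04, still within the range. In cluster 0 no factor was at least 2-fold higher, and MT1F, a metallothionein, was lower (log2 -1.57). HSPB1 was also lower (-0.54), and STAT3 (0.46) and MCL1 (0.45) were higher. In cluster 7 the 4 largest differences were MT1F (-0.80), MCL1 (0.48), VDAC1 (0.44) and BIRC5 (-0.38). The second list of 20 resistance factors, fixed from general knowledge, was within the range in all 14 clusters as well, with 0.02 in cluster 0 and -0.03 in cluster 7. In cluster 0 its lowest members were the metallothioneins MT2A (-2.83) and MT1X (-2.20). MT2A was 1.76 UMIs per 10000 in cluster 0 and 32.0 in cluster 11, and MT1X was 1.04 and 9.51. LGALS3 was higher in cluster 0 (0.88). With a mean of at least 0.5 required, the 7 members left were below the range in clusters 4 (-0.40), 7 (-0.29) and 9 (-1.05) and above it in cluster 10 (0.25). With 1 library per cell line and no cell line assigned, these values describe the pooled cells only.

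**Figure D4:**
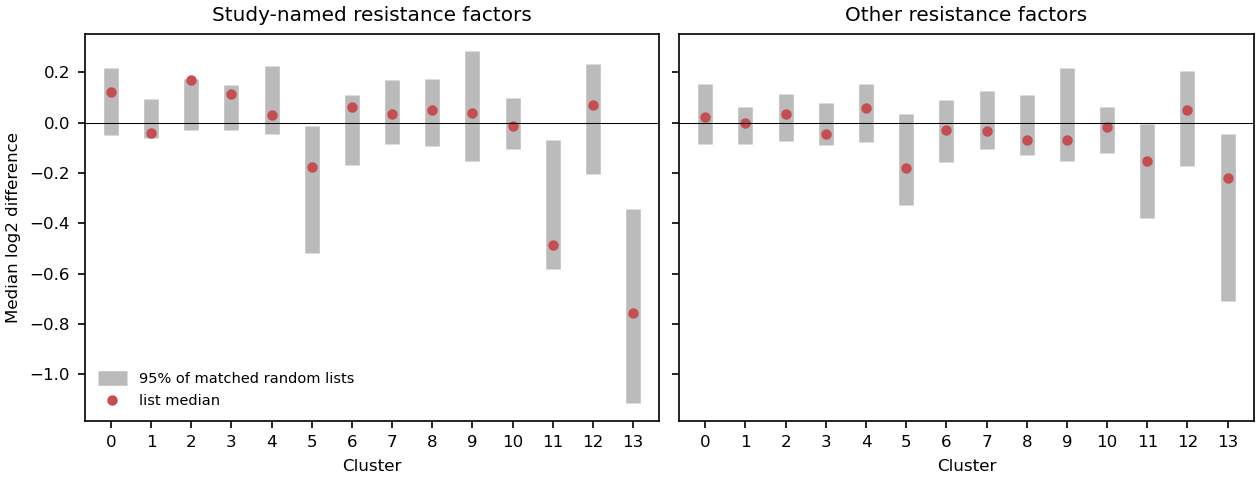
Median log2 difference from the other clusters (y axis) of the 24 study-named (left) and the 20 other (right) resistance factors in each cluster (x axis); grey bars span the central 95% of matched random lists. All medians lie within their bars, including cluster 0 (0.12 and 0.02) and cluster 7 (0.04 and -0.03).

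The authors' deposited table listed 6408 gene and cluster pairs with an adjusted p below 0.05, all of them higher in the cluster. That test treats cells as replicates, so only fold changes and detection are described here. In the authors' deposited table cluster 0 was led by SOX17 (log2 2.92), SORBS2 (2.81), SOX5 (2.68), NENF (2.20) and SOX2-OT (2.16). Cluster 7 was led by SOX17 (1.44), MLLT3 (1.43), HOXB9 (1.35), HOXB-AS3 (1.16) and HOXB7 (1.14) in the authors' deposited table. Among the leading genes of cluster 6 in the authors' deposited table were MIR302CHG (1.83), LRFN5 (1.81), LINC00458 (1.72) and POU5F1 (1.46). Cluster 9 was led in the authors' deposited table by HES6 (2.96), KAZN (2.55), GPC3 (2.49), NKD1 (2.35) and MSGN1 (2.28). All 10 EC genes were listed for cluster 6 in the authors' deposited table. The authors' deposited table listed none for cluster 0, 1 for cluster 7 (LIN28A) and 1 or 2 each for clusters 2, 3, 5, 8, 10 and 11.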

Values the study reported

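The study reported 11 transcriptional signatures in NCCIT and GCT27 cells after the differentiation treatment. It selected 39 factors that were higher in, and secreted by, YST, and linked 24 of these to developmental processes.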

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

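The rescaling by median of ratios and the setting without clusters 5, 11 and 13 were chosen after seeing the data. Rescaling columns to one total and admitting clusters with any number of cells could change no value, since every column summed to 10000 and every cluster held at least 20 cells. Under the other 8 alternatives, 440 of 540 values of the EC, YST and resistance lists kept their sign and their side of the random range, and 45 stayed within it but changed sign. A further 28 moved outside it and 12 inside it without changing sign, and 15 outside it before or after changed sign. Rescaling by median of ratios added 0.27, 0.36 and 0.69 (log2) to all genes in clusters 5, 11 and 13 and between -0.20 and -0.01 elsewhere. With a mean of at least 0.5 required, the EC list (4 genes) was 0.32 in cluster 0, 0.28 in cluster 7 and -0.14 in cluster 11, opposite in sign to the full list, and -1.53 in cluster 13, no longer outside the range. The YST list was -0.64 in cluster 11 and -1.14 in cluster 5, opposite in sign, and -1.61 in cluster 13. The secreted list was 0.15 in cluster 10 and -0.73 in cluster 12, opposite in sign, -0.32 in cluster 7 and -1.68 in cluster 13. The other resistance factors were -0.40 in cluster 4 and 0.25 in cluster 10, opposite in sign, and -0.29 in cluster 7. These lists then held fewer genes, and the YST list was negative in every cluster. In cluster 11 the EC list was -0.0256 with other clusters weighted by cells and -0.000473 with at least 100 cells. The YST list in cluster 13 moved below the range at -1.24 with pseudocount 0.01, -1.16 with a mean of at least 0.05 and -0.30 with median of ratios, and the secreted list in cluster 7 at -0.18 with a mean of at least 0.05, -0.0780 with at least 100 cells and -0.10 without clusters 5, 11 and 13. With a mean of at least 0.05 the YST list turned to 0.37 in cluster 8 and the other resistance factors to 0.10 in cluster 10, where they were 0.0275 without clusters 5, 11 and 13. The study-named resistance list was above the range under none of these alternatives. It was below it in cluster 1 when weighted by cells and with at least 100 cells, and in cluster 4 (-0.0943) without clusters 5, 11 and 13. The cause was not tested. The marker count of 6408 was 310 at a log2 above 1 and 1961 for genes listed for 1 cluster only. No cluster had 3 or more mitochondrial or ribosomal genes among its 5 leading genes, a rule set after seeing the data, so none was left out of the shares. Cell line comparisons and values without NCCIT, GCT27 or 2102EP were not run, since no value could be assigned to a line. No paired analysis was possible because the groups share only replicate 1 and no column carries a line.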

Other observations

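The tests of UMIs per cell in cluster 5 and of the genes beside SOX17 against random lists were chosen only after their results were seen. CDH5, an endothelial cadherin, and KDR, a VEGF receptor, were highest in cluster 0 with 0.342 and 0.538 UMIs per 10000 and lowest in cluster 9 with 0.00615 and 0.0173. They are members of the endothelial and blood list and of the mesoderm list, whose medians in cluster 0 were within and below the random range. Cluster 12, almost all from 1 library, was led in the authors' deposited table by LINC02476 (log2 2.17), PITX1 (2.0), NEAT1 (1.85), CCND2 (1.84) and VGF (1.77). In the authors' deposited table cluster 4 was led by HMGA2 (1.85), EMP1 (1.72), IGFBP5 (1.62), FN1 (1.52) and AP1S2 (1.39), and cluster 8 by HIST1H4C (1.96) and the WNT antagonist DKK4 (1.83).

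The study-named resistance factors were set against a shift of the whole profile. In the 3 clusters for which SOX17 is listed in the authors' deposited table, the highest percentile of the list was 65.9, so that matched random lists lay as high. Its members went both ways, and a whole-profile shift and no difference cannot be told apart on this list. No biological explanation was tested, since no value could be assigned to a cell line.

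The many genes listed for cluster 0 beside SOX17 could reflect spread of the activator to genes next to the SOX17 locus. Of the 641 other genes listed with an adjusted p below 0.05, 609 could be placed on the genome. Of these, 1 (0.164%) lay within 1 Mb of SOX17. The window holds 7 genes of the deposited averages, so the share could not exceed 1.15% under any explanation, and 0.164% is no test of spread. By this limit alone, spread within the window could not account for the set as a whole. Of the window's 5 genes with a mean of at least 0.05, 3 were higher in cluster 0, among them TCEA1 (log2 0.60). The median of these 5 genes, 0.29, lay at percentile 92.3 of matched random lists. Spread to these neighbours and no change in them cannot be told apart on 5 genes, and activation at distant sites and effects of SOX17 itself stay open.

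For cluster 5, the authors' deposited table listed 502 genes as higher on average, at any adjusted p. Of these, 499 were detected in a smaller share of the cluster's cells than of the other cells. The median shares were 42.5% and 93.0%. A candidate explanation is fewer UMIs per cell. If UMIs are spread at random over cells of equal depth, the listed genes imply 1930 UMIs per cell in cluster 5 and 17249 in the other cells, 8.94 times as many. Genes with higher averages that are found in fewer cells must give a lower estimate, so this estimate cannot decide. Cluster 5 also had fewer genes with an average above 0 (26635 in 1798 cells) than clusters 6 to 11, which held fewer cells. Examples are 29545 in cluster 6 (1626 cells) and 27821 in cluster 11 (459 cells). Only clusters 12 and 13, with 180 and 42 cells, had fewer. Fewer UMIs per cell would give this, and uneven expression of the listed genes alone would not. UMIs per cell were not counted here, and this comparison was chosen after its values were seen, so the question stays open. No biological explanation was tested.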
